# Transcriptome and metabolome analysis of liver and kidneys of rats chronically fed NK603 Roundup-tolerant genetically modified maize

**DOI:** 10.1186/s12302-017-0105-1

**Published:** 2017-02-07

**Authors:** Robin Mesnage, Matthew Arno, Gilles-Eric Séralini, Michael N. Antoniou

**Keywords:** Roundup, Glyphosate, GMO, Transcriptome, Metabolome, Toxicity

## Abstract

**Background:**

A previous 2-year rat feeding trial assessing potential toxicity of NK603 Roundup-tolerant genetically modified maize revealed blood and urine biochemical changes indicative of liver and kidney pathology. In an effort to obtain deeper insight into these findings, molecular profiling of the liver and kidneys from the same animals was undertaken.

**Results:**

Transcriptomics showed no segregation of NK603 maize and control feed groups with false discovery rates ranging from 43 to 83% at a cut-off *p* value of 1%. Changes in gene expression were not reflective of liver and kidney toxic effects. Metabolomics identified 692 and 673 metabolites in kidney and liver, respectively. None of the statistically significant disturbances detected (12–56 for different test groups) survived a false discovery rate analysis. Differences in these metabolites between individual animals within a group were greater than the effect of test diets, which prevents a definitive conclusion on either pathology or safety.

**Conclusions:**

Even if the biological relevance of the statistical differences presented in this study is unclear, our results are made available for scrutiny by the scientific community and for comparison in future studies investigating potential toxicological properties of the NK603 corn.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12302-017-0105-1) contains supplementary material, which is available to authorized users.

## Background

The application of genetic modification (recombinant DNA, transgenic) technologies in agricultural practice has been advocated as an important advance in recent decades [1]. As they are made to meet the food needs of the entire human and most farm animal populations, the safety of plant products derived from this type of biotechnology is an important consideration and has been a matter of great debate. While advocates put forward evidences, which they suggest prove their safety [2, 3], others provide evidence-based arguments that show a lack of a scientific consensus on the safety of genetically modified (GM) foodstuffs [4].

Part of the concern raised by these GM crops rests on the fact that to date the vast majority are engineered to either tolerate application of a herbicide or produce a new systemic insecticide or both, which can result in elevated levels of these substances in food and feed [5]. In 2014, insecticide production and herbicide tolerance traits were deployed singly or in combination (“stacked”) in all agricultural GM commodity crops namely maize, soybeans, cotton and canola [5]. These GM crops were collectively planted globally on 181 million hectares in 28 countries, which represents approximately 8% of total global cropland, although cultivation was concentrated (>90%) in just 6 nations [5].

Approximately, 80% of all GM crops have been designed to tolerate application of glyphosate-based herbicides (GBHs), with Roundup being the major commercial brand. GBHs were first sold in 1974 and since then their use has increased 100-fold, with the vast majority (two-thirds) of the use having taken place in the last 10 years; that is, since the introduction of GBH-tolerant GM crops [6]. As a result, GBH-tolerant GM crops accumulate residues of these herbicides during cultivation [7] potentially increasing the daily intake of the consumer. In addition, the quantity of GM crop ingredients in laboratory rodent feed correlates with their content in GBH residues [8]. The safety of GBH residue consumption is highly controversial as some studies have demonstrated toxic effects in laboratory animals [9, 10], farm animals [11], as well as possible carcinogenic effects in humans [12]. This has led some commentators to suggest that there exists a gap between criteria used by regulators for market approval of GBHs and the advancing scientific evidence base questioning the safety of this class of herbicide [13].

Other concerns regarding sources of potential GM food toxicity stem from the molecular biological outcomes of the transformation process. In addition to bringing about a novel combination of gene functions, the GM transformation process as used to generate currently commercialized crops results in random transgene insertion with a risk of insertional mutagenesis. Furthermore, the plant tissue culture phase employed in the vast majority of GM transformation procedures is known to bring about large numbers of random genome-wide mutations and even chromosomal rearrangements, a phenomenon known as “somaclonal variation” [14–16]. As a result, the GM transformation process as a whole may inadvertently activate, inactivate, under- or overexpress one or more host genes. For example, in Roundup-tolerant GM soybeans, it has been found that read-through transcripts into sequences present downstream of the transgene integration site resulted in four different RNA variants, which might code for unknown fusion proteins [17]. It is therefore perhaps not surprising to find that studies using molecular profiling (proteomic, metabolomic) techniques have found significant compositional differences between the GM line and non-GM isogenic parent. These methods have shown marked protein and metabolite profile differences induced by the GM transformation process in numerous crops such as maize [18–20], potatoes [21], rice [22, 23] and cotton [24]. These types of protein and metabolic changes can not only modify crop performance [25, 26] but could also change the nutritional and toxicological profile of the transgenic plant [27].

In order to evaluate the safety of GM food consumption, including for the purposes of obtaining market approval, several studies consisting of 90-day feeding trials in rats have been conducted, which analysed groups of 10 animals. These investigations have frequently resulted in statistically significant differences in parameters reflective of liver and kidney biochemistry, but with interpretation of their biological significance being a point of contention [28]. Of particular relevance to the study we present here, analysis of blood and urine of rats fed a diet supplemented with Roundup-tolerant NK603 GM corn for 90 days showed statistically significant differences in multiple components [29], which has been suggested may constitute early signs of liver and kidney toxicity [30]. In a follow-up chronic toxicity, investigation rats were fed the same NK603 GM corn for a 2-year period in order to determine if the statistically significant differences in urine and blood biochemistry, which could be interpreted as signs of liver and kidney dysfunction, did indeed escalate into serious disease. The results obtained included blood/urine biochemical changes indicative of liver and kidney structure and functional pathology [31].

In an effort to obtain deeper insight into these findings that could be taken as signs of kidney and liver pathology, we conducted a full transcriptomic and metabolomic analysis of these organs from the female cohort of animals fed a diet supplemented with 33% NK603 GM corn either with or without Roundup application during cultivation. Overall, although statistically significant differences in several metabolites that were indicative of organ damage were observed in the metabolomics analysis between test and control animals fed the non-GM isogenic equivalent corn, high false discovery rates prevented definitive conclusions of harm or safety. In addition, differences observed between individuals within a given group were greater than the metabolic effect of the different diets. Even if the biological relevance of the statistically significant differences presented in this study is unclear, we make our results available for comparison in future studies investigating the potential toxicological properties of the NK603 corn.

## Methods

### Experimental design

The tissues analysed in this study were obtained from animals as previously described [31]. Briefly, the experimental protocol is as follows. The varieties of maize used in this study were DKC 2678 Roundup-tolerant NK603 (Monsanto Corp., USA) and its nearest isogenic non-transgenic control DKC 2675. Harlan Sprague–Dawley rats at 5 weeks of age were randomly assigned on a weight basis into groups of 10 animals. For each sex, one control group had access to plain water and standard diet from the closest isogenic non-transgenic maize control; six groups were fed with 11, 22 and 33% of GM NK603 maize either treated or not with Roundup at 3 L/ha (WeatherMAX, 540 g/L of glyphosate, EPA Reg. 524–537). Clinical and biochemical parameters measured have been extensively described [31]. Animals were sacrificed at the same time of day during the course of the study either to comply with animal welfare regulations to avoid unnecessary suffering or at the termination of the study period of 2 years. Liver and kidneys were divided in two and one half snap-frozen in liquid nitrogen/dry ice and stored at −80 °C.

### Transcriptome analysis

Transverse cross-sectional slices of liver and kidneys were processed for total RNA extraction using MagMax-96 for Microarrays Total RNA Isolation Kit (Ambion, Life Technologies Ltd, Paisley, UK). Total RNA (500 ng) was labelled using terminal deoxynucleotidyl transferase (TdT) in the presence of a proprietary biotinylated compound using the Ambion whole transcript Expression kit and the whole transcript Terminal Labelling kit (Affymetrix UK Ltd., High Wycombe, UK), following the standard protocols. We employed the Affymetrix GeneChip^®^ Rat Gene 2.0 ST Array containing approximately 610,400 probes grouped into 214,300 exon-level and 26,400 gene-level probe sets. Hybridization cocktails were applied to Affymetrix Rat Gene 2.0 microarrays and processed in accordance with the manufacturer’s recommended procedure using the GCS3000 microarray system (Affymetrix). Array data were exported as cell intensity (CEL) files for further analysis. CEL files were normalized together in the Expression Console software package (Affymetrix), using the Robust Multi-array Average (RMA) sketch algorithm (gene-level). Data were quality control assessed by using standard metrics and guidelines for the Affymetrix microarray system. Normalized data files (CHP files) were imported into Omics Explorer 3.0 (Qlucore) for further quality control and statistical analysis. Data used for the functional analysis were selected at the statistical cut-off values of *p* < 0.01 with FC >1.1 [32]. The pathway analysis was done using the Thomson Reuters MetaCore Analytical Suite and/or the NIH Database for Annotation, Visualization and Integrated Discovery Bioinformatics Resources 6.7 (DAVID) using recommended analytical parameters [32]. These microarray data have been submitted to Gene Omnibus and are accessible through accession number GSE73888.

### Metabolome analysis

Semi-quantitative metabolomics analysis was performed by ultrahigh performance liquid chromatography-tandem mass spectroscopy (UPLC-MS/MS) and gas chromatography-mass spectroscopy (GC–MS) at Metabolon Inc. (Durham, NC, USA) as previously described [33, 34]. Briefly, samples prepared using Metabolon’s standard extraction were divided into five fractions: one for analysis by UPLC-MS/MS with positive ion mode electrospray ionization, one for analysis by UPLC-MS/MS with negative ion mode electrospray ionization, one for LC polar platform, one for analysis by GC–MS, and one sample was reserved for backup. A quality control value assessment was undertaken to determine instrument variability by calculating the median relative standard deviation (RSD) for the internal standards that were pre-mixed into each sample prior to injection into the mass spectrometer. This yielded a value of 6% for instrument variability. Overall process variability as determined by calculating the median RSD for all endogenous metabolites (that is, non-instrument standards) present in 100% of the samples gave a value of 11–12%.

Raw data were extracted, peak-identified and QC processed using Metabolon’s hardware and software [35]. Metabolites were identified by automated comparison and curated by visual inspection for quality control using software developed at Metabolon [36]. Peaks were quantified using area under the curve. The maximum percent missing data allowed was 20%. As a result, 647 and 593 metabolites were taken forward for bioanalytical analysis in kidney and liver tissues, respectively. The language and statistical environment R was employed in order to explore the relationship between the control and the treated samples. We regressed out the batch effects to correct variation resulting from instrument inter-day tuning differences using the limma package removeBatchEffect [37]. Pairwise non-parametric Mann–Whitney U tests were performed and a *p* value was attributed to each of the metabolites. The resulting *p* values were adjusted by the Benjamini–Hochberg multi-test adjustment method for a high number of comparisons. Volcano plots were also constructed in order to visualize the differences in metabolite and protein expression for each of the comparisons. The aforementioned tests and plots were performed using in-house R scripts.

## Results

### Tissue selection

Rat liver and kidney tissues were obtained from animals that formed part of a chronic (2-year) feeding study looking at potential toxic effects arising from the consumption of the Roundup-tolerant GM maize NK603. The three groups of animals that formed the focus of this investigated were fed standard laboratory rat chow diets supplemented with 33% NK603 GM maize (NK603-R), 33% NK603 GM maize plus Roundup application during cultivation (NK603+R) and a control diet with 33% non-GM isogenic maize. Most male rats were discovered after death had occurred. This resulted in organ necrosis making them unsuitable for further analysis. We therefore focused our investigation on female animals where freshly dissected tissues from cohorts of 9–10 euthanized treated and untreated rats were available. Female controls were euthanized at 701 ± 62 days. Rats fed NK603-R and NK603+R were, respectively, euthanized at 618 ± 148 and 677 ± 83 days. 

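The liver samples analysed here carry the age of each rat in their labels. Control rats were killed at 700.9 ± 62.4 days (SD, n = 10), NK603+R rats at 677.2 ± 82.7 days (SD, n = 9) and NK603 rats at 618.3 ± 148.2 days (SD, n = 9). The youngest rats were 540 days old in the control group, 533 days in the NK603+R group and 393 days in the NK603 group, and the oldest were 737 days old in all 3 groups. No rat was killed between 646 and 715 days, so that 2 control, 3 NK603+R and 4 NK603 rats had been killed before 700 days and 19 rats later. The mean age of NK603 rats minus that of controls was -82.6 days (exact permutation test, two-sided, p = 0.130, and 0.391 after Benjamini-Hochberg adjustment over the 3 pairs of diets). For NK603+R minus control the difference was -23.7 days (exact permutation p = 0.478, adjusted 0.478), and for NK603+R minus NK603 it was 58.9 days (exact permutation p = 0.321, adjusted 0.478).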

Female animals mostly died from mammary tumours (8 on 5 controls rats, 15 on 8 NK603-R rats, and 13 on 9 NK603+R rats). The objective of this investigation was to obtain deeper insight into the biology of the liver and kidneys from this cohort of female animals by a molecular profiling (transcriptomics, metabolomics) analytical approach.

### Transcriptomics analysis

The transcriptome dataset obtained via microarray analysis was initially subjected to an unsupervised Principal Component Analysis (PCA). This analysis reduces a high-dimensional expression profile to single variables (components) retaining most of the variation. 

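Liver RNA of 28 female Sprague-Dawley rats was measured on Affymetrix Rat Gene 2.0 ST arrays, which carry probes along the whole length of annotated transcripts, with 1 array per rat. The paper's NK603-R diet is written NK603 here. The diets held 33% maize, which was the isogenic non-GM maize for 10 control rats, NK603 maize for 9 rats and NK603 maize treated with Roundup during cultivation (NK603+R) for 9 rats. The authors normalised all arrays together with the Robust Multi-array Average, and the deposited values are on the log2 scale, 1 value for each of 36685 transcript clusters in each rat. Of these clusters 18511 carry exactly 1 gene symbol, 575 carry several and 17599 carry none in the annotation used here. Alb, which encodes the main plasma protein made by hepatocytes, had a log2 value of 14.05 ± 0.04 (SD, n = 10) in controls, 14.06 ± 0.02 (SD, n = 9) with NK603 and 14.06 ± 0.05 (SD, n = 9) with NK603+R. The medians of the arrays lay between 5.93 and 6.08, and the number of arrays limits the precision. Diets were compared in pairs with limma, which moderates the variance of each cluster towards that of the others, over all clusters and with Benjamini-Hochberg adjustment. On simulated arrays with the means and spread of the real ones, limma found 90% of the clusters changed by 1 on the log2 scale between NK603 and control groups, and 52% of those changed by 0.5, at an adjusted p under 0.05. For NK603+R against control these shares were 96% and 53%. The simulated noise was independent between clusters, so correlations between clusters were not carried over and the shares may differ on the real arrays. In addition, 33 lists of genes for toxicity processes, liver metabolism and cell types were tested, with 579 measured genes.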

The distribution of the samples in a 3D space defined by three PCA components allows an estimation of the effects of the treatment or the detection of outliers. The results (Fig. 1a) showed no segregation of the GM NK603 corn-fed groups from the control animals, indicating that the treatment was not a major source of difference. In contrast, rats administered via drinking water with 0.1 ppb Roundup (50 ng/L glyphosate equivalent concentration) were clearly separated in this PCA analysis from the controls and NK603 corn-fed groups (Fig. 1) as previously reported [38]. 

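Livers of the same diet were no more alike than livers of different diets. Over all transcript clusters the median Euclidean distance was 82.4 for the 117 pairs of rats on the same diet and 81.4 for the 261 pairs on different diets. Among the 20 named genes with the largest weights on the second principal component, Lcn2 and Cxcl1, which encode an acute phase protein and a chemokine that attracts neutrophils, and Mmp8, a neutrophil collagenase, had positive weights. Stac3 and Cox8b, best known from muscle, had negative weights. Rats killed before 700 days scored 17.8 higher on this component than rats of the same diet killed later (permutation test within diets, p = 0.00194, and 0.00582 after Benjamini-Hochberg adjustment over 3 components). These genes were chosen after their values were seen. The diets held 8.04% of the variance, against a mean of 7.40% over 100000 permutations of the diet labels (permutation p = 0.198). For single pairs of diets the share was 5.78% between NK603 and control rats (exact permutation p = 0.303) and 6.02% between NK603+R and control rats (exact permutation p = 0.232). The first 3 components held 15.1%, 6.63% and 6.08% of the variance, and in 9 exact permutation tests of pairs of diets on them the smallest adjusted p was 0.743. Of the 28 rats, 7 had a rat of their own diet as nearest neighbour, where permuted labels gave 8.68 on average (permutation p = 0.811). With the dimmer transcript clusters left out the number was 14 (permutation p = 0.0355), the smallest p of 7 settings, in which the share of variance between diets did not pass the test.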

Figure 1b shows the statistical significance (by Student’s *t* tests) of differential transcript cluster expression in a volcano plot format along with respective fold changes (FC). This allows a visualization of the distribution of any statistically significant differences. 

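In livers of NK603 rats, Nr1d1, Cry1, Osmr and Pex11a were among the genes with an unadjusted limma p under 0.01 against controls, and no gene passed an adjusted p of 0.05. The list of clock genes as a whole did not pass either (camera, adjusted p = 0.20). That test looks for a shift of a list in one direction, so it cannot decide where clock genes move opposite ways. Nr1d1, a repressor within the clock, stood at 8.86 ± 1.62 (SD, n = 9) against 7.44 ± 0.59 (SD, n = 10) in controls, a log2 fold change of 1.42 (standard error 0.50, adjusted p = 0.820 from limma). Cry1 and Cry2, 2 other repressors of the clock, were lower, with log2 fold changes of -0.71 (standard error 0.19, adjusted p = 0.666 from limma) and -0.33 (standard error 0.11, adjusted p = 0.793 from limma). Nr1d1 lay above the highest control rat in 5 of 9 NK603 rats and in 2 of 9 NK603+R rats, and the paper states that rats were killed at the same time of day without giving the hour. Osmr, a receptor subunit for oncostatin M, had a log2 fold change of 1.01 (standard error 0.29, adjusted p = 0.719 from limma), and Socs2, a feedback inhibitor of growth hormone signalling, one of 0.62. Pex11a and Ehhadh, which serve the division of peroxisomes and the oxidation of fatty acids in them, had log2 fold changes of -0.52 and -0.40. Car3, a carbonic anhydrase abundant in liver, had one of -0.94, and Aldh1a1, a retinal dehydrogenase, one of -0.81. With age at death as a covariate that of Aldh1a1 was -0.46, no longer at an unadjusted p under 0.01. The smallest adjusted p of a named gene was that of Lonrf3, whose log2 fold change was -0.74 (standard error 0.14, adjusted p = 0.490 from limma), followed by Rhobtb1 with -0.37 (standard error 0.08, adjusted p = 0.528 from limma).
In NK603+R livers, among clusters with exactly 1 gene symbol and an unadjusted p under 0.01, the lowest log2 fold changes were those of Mme, a peptidase, with -0.68, Derl3, which serves the degradation of misfolded proteins, with -0.64 (-0.43 in rats killed at or after 700 days), and Aspn, a matrix protein, with -0.62 (standard error 0.15, adjusted p = 0.833 from limma). Hsd17b13 came next, before Dcn with -0.57, Cryl1 with -0.56 and Timp3 with -0.56. Dcn belongs to the list of fibrosis and stellate cell genes, which did not pass and in which 18 of 26 measured members were higher with NK603+R and 8 lower. Among the same clusters the highest log2 fold change was that of the transcription factor Tbx3, at 0.41 (standard error 0.13, adjusted p = 0.833 from limma). Of the genes chosen by a fixed rule, 26 had an unadjusted p under 0.01 with NK603, 9 higher and 17 lower, and 19 with NK603+R, 8 higher and 11 lower. Among these were 7 genes with NK603, such as Nr1d1, Socs2 and Aldh1a1, and 7 with NK603+R, such as Dcn, Timp3 and Mme, that the methods' t-test placed above 0.01. Of 15 index genes of liver function and toxicity, 13 were measured, among them Cyp7a1, the rate-limiting enzyme of bile acid synthesis, and the collagen gene Col1a1. Their log2 fold changes ran from -0.33 to 1.00 with NK603 and from -0.29 to 0.49 with NK603+R, and their unadjusted limma p were 0.121 or more and 0.100 or more. The value of 1.00 belongs to the acute phase gene A2m (standard error 0.68, adjusted p = 0.941 from limma). In rats killed at or after 700 days alone it was 1.96, at an unadjusted limma p under 0.01.

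**Figure D1:**
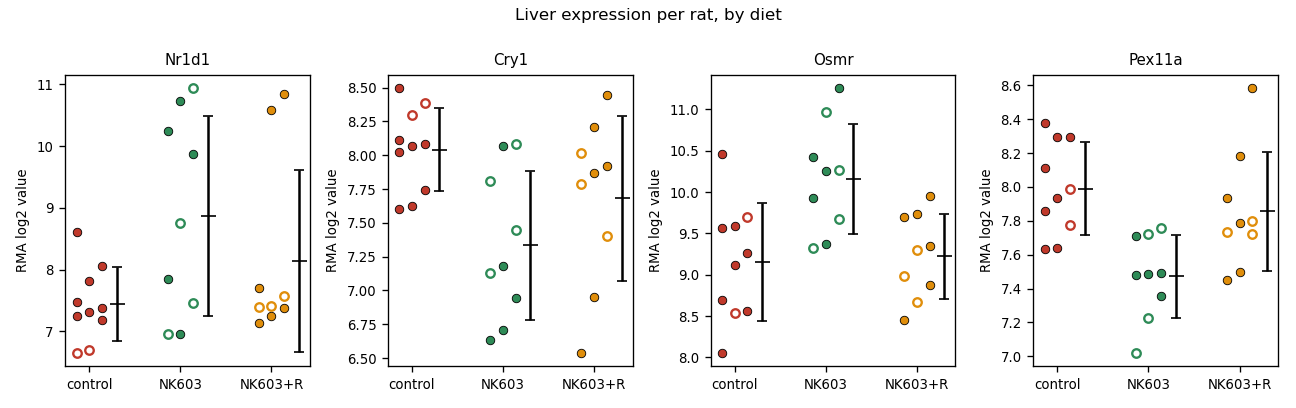
RMA log2 values of Nr1d1, Cry1, Osmr and Pex11a in liver, 1 point per rat, for control, NK603 and NK603+R diets. Filled points are rats killed at or after 700 days, open points rats killed before, and bars give the mean and SD.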

Overall, although some significant statistical differences were measured, false discovery rates ranged from 43 to 83% at the chosen cut-off *p* value of 1% (Table 1). 

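Most of the transcript clusters that differed at an unadjusted p under 0.01 differed by little. With NK603 there were 435 such clusters by limma, 210 higher and 225 lower than in controls, and with NK603+R there were 380, of which 198 were higher and 182 lower. The balance with NK603 depends on the clusters tested: with dim clusters left out 87 were higher and 191 lower, and with only clusters with 1 gene symbol 90 were higher and 173 lower. With NK603+R, 124 were higher and 279 lower with arrays centred on their medians, and the count was 233 without NK603+R replicate 9, 670 without control replicate 6 and 166 in rats killed at or after 700 days. Their median absolute log2 fold changes were 0.36 and 0.35, and 92.0% and 91.1% of them lay below a 1.5-fold difference. Only 2 clusters with NK603, Nr1d1 and Osmr, and 1 unnamed cluster with NK603+R differed by over 2-fold. A gene symbol was available for 201 of the 435 and 155 of the 380 clusters. No cluster had an adjusted p under 0.05 by limma in either comparison, with 2067 and 2096 clusters at an unadjusted p under 0.05, and none by the methods' t-test, with 2119 and 2126. The highest Benjamini-Hochberg q among clusters at an unadjusted p under 0.01 was 0.820 with NK603 and 0.833 with NK603+R by limma. The smallest adjusted p over the whole array was 0.363 with NK603 and 0.297 with NK603+R by limma, and 0.238 and 0.611 by the methods' t-test. At an unadjusted p under 0.001 there were 52 clusters with NK603 and 29 with NK603+R. If no cluster differed, 366.9 clusters would lie under 0.01 and 36.7 under 0.001 on average.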

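Lonrf3 and Rhobtb1, both lower in NK603 than in control livers, were among 5 transcript clusters with an unadjusted limma p under 0.0001. In 99 other divisions of the same 19 rats into groups of 9 and 10, drawn at random, the number of such clusters had a median of 2 and reached 9. For clusters at an unadjusted p under 0.01 these divisions gave between 142 and 839, with a median of 276. The division by diet was among the 15 largest counts of 100 for NK603 at this limit, and among the 5 largest at an unadjusted p under 0.001. Under 0.0001 it was among the 14 largest, and by the methods' t-test among the 3 largest. For NK603+R the other divisions gave between 105 and 2416 clusters, with a median of 275, and the division by diet was among the 25 largest counts of 100. It was among the 34 and 19 largest at the 2 lower limits, and at the lowest among the 81 largest by the methods' t-test. The methods' t-test gave medians of 272 and 267 over the same divisions. In 97 of the 99 divisions of NK603 and control rats, and in 98 of 99 for NK603+R, at least 1 of the 33 gene lists had an adjusted p under 0.05 from camera with a preset correlation of 0.01. With an estimated correlation, 2 and 1 of the divisions had such a list. Divisions of NK603+R and NK603 rats had such a list in 98 of 99 with the preset and in 5 with an estimated correlation.

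**Figure D2:**
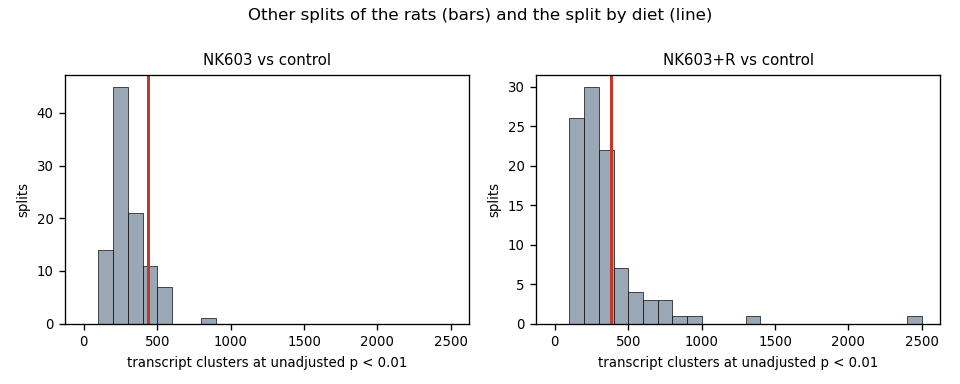
Number of transcript clusters at an unadjusted p under 0.01 by limma in 99 random divisions of the rats (bars, horizontal axis in bins of 100 clusters, vertical axis the number of divisions) and in the division by diet (line), for NK603 and NK603+R against control. The highest random divisions lie at 839 and 2416 clusters.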

Statistical analysis simulating random samples confirms that the degree of statistical difference between control and GM NK603 corn treatment groups can arise by chance (Table 1). A Venn diagram comparing liver and kidney transcript cluster expression profiles at these thresholds (Fig. 2) indicates that most of the statistical differences were tissue-specific. Indeed, there was no gene having its expression disturbed by the NK603±R in both liver and kidneys. Even if the level of statistical significance does not survive the multiple comparison tests, biological interpretation could provide coherent explanations of the treatment effect if these statistically significant differences were concentrated in pathways reflective of a disease state of these organs. Thus, we conducted a functional disturbances analysis with the Thomson Reuters MetaCore Analytical Suite (Fig. 3). Results obtained for rats administered via drinking water with 0.1 ppb Roundup clearly shows alterations in the transcriptome profile (apoptosis, necrosis, phospholipidosis, mitochondrial membrane dysfunction and ischemia) correlating with the observed increased signs of anatomical and functional pathology of the liver and kidneys [38]. By contrast, alterations in gene expression provoked by NK603 corn treatment were not reflective of liver and kidney toxic effects (Fig. 3).

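Lists of genes for liver damage did not pass the tests between either diet and control, and lists for inflammation, protein folding and metabolism passed in NK603 livers only where the genes of a list were taken as nearly independent. Of 20 measured genes of necrosis, 8 were higher and 12 lower with NK603 (camera, adjusted p = 0.549), and of 26 genes of fibrosis and stellate cells, 17 were higher and 9 lower (camera, adjusted p = 0.251). For mitochondrial apoptosis, with 18 measured genes, the adjusted p from camera was 0.954, and for the p53 and DNA damage response, with 15, it was 0.346. With NK603+R the adjusted p were 0.290 for necrosis, 0.306 for fibrosis, 0.687 for mitochondrial apoptosis and 0.995 for the p53 response. Lysosomal genes, a list for phospholipidosis, had an adjusted p of 0.346 with NK603 and 0.193 with NK603+R.
Acute phase genes, which encode plasma proteins of inflammation such as A2m, were higher with NK603 in 20 of 21 measured members (camera with a preset correlation, adjusted p = 8.1e-07, and adjusted p = 0.413 with an estimated correlation). Their mean log2 difference of 0.19 was 0.10 without NK603 replicate 8, killed at 393 days, which scored 0.836, and replicate 2 scored 0.602 where the other 7 NK603 rats lay between -0.20 and 0.07. Genes of endoplasmic reticulum stress, among them Atf6 with a log2 fold change of 0.17 (standard error 0.05, limma), were higher in 20 of 23 members (camera, adjusted p = 2.8e-04, and adjusted p = 0.413 with an estimated correlation). Their mean log2 difference of 0.12 was 0.07 without NK603 replicate 8 (adjusted p = 0.0261 with the preset correlation). Markers of neutrophils were higher in 12 of 15 (camera, adjusted p = 0.00458, and adjusted p = 0.413 with an estimated correlation) and those of pancreas, fat and muscle in 14 of 18 (camera, adjusted p = 0.0368, and adjusted p = 0.612 with an estimated correlation). Without NK603 replicate 8 the mean log2 difference of neutrophil markers went from 0.16 to 0.09 and that of pancreas, fat and muscle markers from 0.13 to 0.04, and neither list passed camera with the preset correlation (adjusted p = 0.0509 and 0.672). Genes of the mitochondrial respiratory chain were lower with NK603 in 21 of 21 members (camera, adjusted p = 8.1e-07, and adjusted p = 0.413 with an estimated correlation). They were also lower with NK603+R in 21 of 21 (camera, adjusted p = 5.2e-09, and adjusted p = 0.867 with an estimated correlation), among them Cyc1, a subunit of complex III, with a log2 fold change of -0.24. Both comparisons use the same control rats, so these results are not independent of each other. Control replicates 1 and 10 scored highest of all rats in this list, at 0.238 and 0.237, and the next rat, NK603 replicate 6, scored 0.098. Genes of xenobiotic metabolism were lower with NK603 in 20 of 25 (camera, adjusted p = 3.2e-05, and adjusted p = 0.238 with an estimated correlation). PPARα targets were lower in 19 of 26 (camera, adjusted p = 0.00370, and adjusted p = 0.612 with an estimated correlation), and 2 of them, Pex11a and Ehhadh, passed when adjusted over the list alone. The index gene Cpt1a, a member of this list, went the other way, with a log2 fold change of 0.44 (standard error 0.27, adjusted p = 0.928 from limma). Genes of the interferon response were lower in 15 of 20 (camera, adjusted p = 0.00256, and adjusted p = 0.601 with an estimated correlation). Their mean log2 difference of -0.18 was -0.09 without control replicate 3 (adjusted p = 0.0496 with the preset correlation). Bile acid genes were lower in 15 of 18 (camera, adjusted p = 0.0107, and adjusted p = 0.413 with an estimated correlation), and 1 of them, Cyp27a1, an enzyme of bile acid synthesis, passed when adjusted over the list alone. The index gene Cyp7a1, also a member, was higher instead, with a log2 fold change of 0.43 (standard error 0.28, adjusted p = 0.933 from limma).
Markers of T and NK cells were lower with NK603 in 14 of 16 (camera, adjusted p = 0.0368, and adjusted p = 0.630 with an estimated correlation), and genes of gluconeogenesis and glycolysis in 11 of 13 (camera, adjusted p = 0.0368, and adjusted p = 0.413 with an estimated correlation). With the preset correlation, PPARα targets and T and NK cell markers did not pass camera without NK603 replicate 9 (mean log2 difference from -0.07 to -0.01 and from -0.09 to -0.05, adjusted p = 0.186 and 0.279). Genes of gluconeogenesis and glycolysis did not pass without control replicate 1 (from -0.14 to -0.08, adjusted p = 0.215). For xenobiotic metabolism, bile acids and the respiratory chain, leaving out any 1 rat brought the mean log2 difference nearer to 0 by less than 1.5-fold. In rats killed at or after 700 days, which are fewer, 7 of the lists called with NK603 did not pass camera with the preset correlation: PPARα targets (adjusted p = 0.941), T and NK cells (0.706), pancreas, fat and muscle (0.171), interferon (0.162), neutrophils (0.0649), gluconeogenesis (0.0649) and bile acids (0.0621). With age at death as a covariate, 3 of these did not pass either: PPARα targets (0.758), pancreas, fat and muscle (0.146) and neutrophils (0.0952). In all, camera with a preset correlation called 11 of 33 lists with NK603, 4 up and 7 down, and 1 with NK603+R, while an estimated correlation and fry, which tests whether the genes of a list move one way, called 0 in both. When adjusted over the list alone by limma, 5 genes in 4 lists were lower with NK603, Slc2a1 of the hypoxia list and Cry1 of the clock list besides those named above. From the toxicity ontology analysis of the clusters selected for fold change and p (Fig. 3), the paper concludes that the alterations with NK603 maize did not reflect toxic effects in liver.

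**Figure D3:**
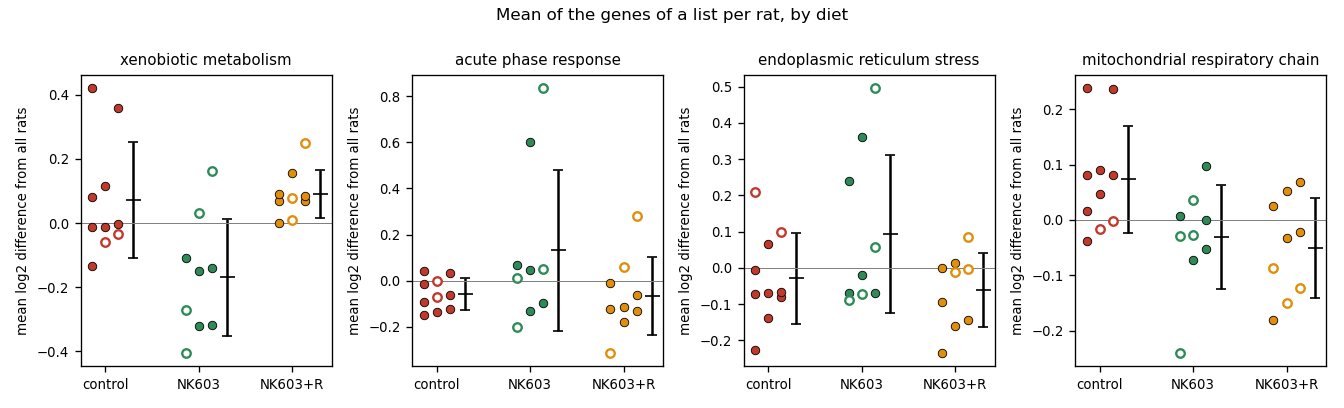
Mean log2 difference from the mean of all rats over the genes of 4 lists (xenobiotic metabolism, acute phase response, endoplasmic reticulum stress, mitochondrial respiratory chain), 1 point per rat, for control, NK603 and NK603+R diets. Filled points are rats killed at or after 700 days, open points rats killed before, and bars give the mean and SD.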

**Fig. 1:**
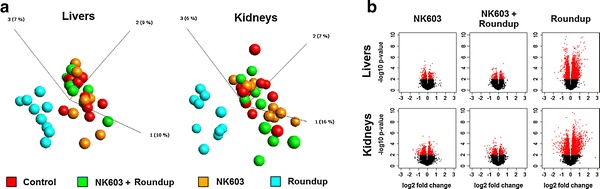
Wide-scale transcriptome profiles in liver and kidneys of NK603-fed rats. Liver and kidneys from control rats and animals fed NK603 GM maize either with or without Roundup application during the cultivation cycle were subjected to a full microarray transcriptome analysis. **a** PCA analysis of transcript cluster expression profiles shows no distinct separation into groups of treated (*orange* and *green*) and control (*red*) rats in both kidney and liver samples. By comparison, rats administered with Roundup (*blue*) in drinking water from the same experiment and subjected to the same transcriptome analysis clearly separate from the control and NK603 maize-fed groups. Each *sphere* represents the result of a single animal. **b** Volcano plots of the liver and kidney transcriptome profiles. Transcript cluster expression derived from the transcriptome profile data of liver and kidneys of control and NK603 maize-fed groups, either with or without Roundup (R) application, was plotted as log 2 fold change against −log10 *p* values. Each *dot* represents a single transcript cluster

**Table 1:** Number of transcript clusters whose expression is disturbed at different cut-off threshold *p* values

*p* value	Liver NK603+R	Kidneys NK603+R	Liver NK603	Kidneys NK603	Random	Liver Roundup	Kidneys Roundup
0.05	2126^(0.83)^	2337^(0.78)^	2119^(0.86)^	3176^(0.58)^	1835^(0.98)^	8606^(0.21)^	8656^(0.21)^
0.01	393^(0.83)^	543^(0.67)^	425^(0.83)^	838^(0.43)^	380^(0.96)^	4224^(0.08)^	4447^(0.08)^
0.001	29^(0.83)^	58^(0.58)^	54^(0.58)^	127^(0.29)^	31^(0.95)^	1593^(0.02)^	1894^(0.02)^
0.0001	1^(0.61)^	8^(0.40)^	7^(0.77)^	14^(0.25)^	1^(0.95)^	630^(0.006)^	764^(0.005)^
0.00001	0	1^(0.15)^	1^(0.24)^	2^(0.11)^	0	230^(0.002)^	219^(0.002)^

Transcriptomics results of liver and kidneys from rats fed NK603 GM maize either with (NK603+R) or without (NK603) Roundup application during the cultivation cycle summarizing the number of genes whose expression was altered at different *p* value thresholds. The number in superscript parenthesis is the maximal *q* value (calculated using Benjamini–Hochberg method according to corresponding to the number of genes found disturbed at increasing (0.05 to 0.00001) *p* value stringency. A statistical analysis of simulated random samples was also performed to estimate effects that would be expected to arise by chance. The number of genes disturbed by the Roundup treatment in the same experiment is given for comparison

**Fig. 2:**
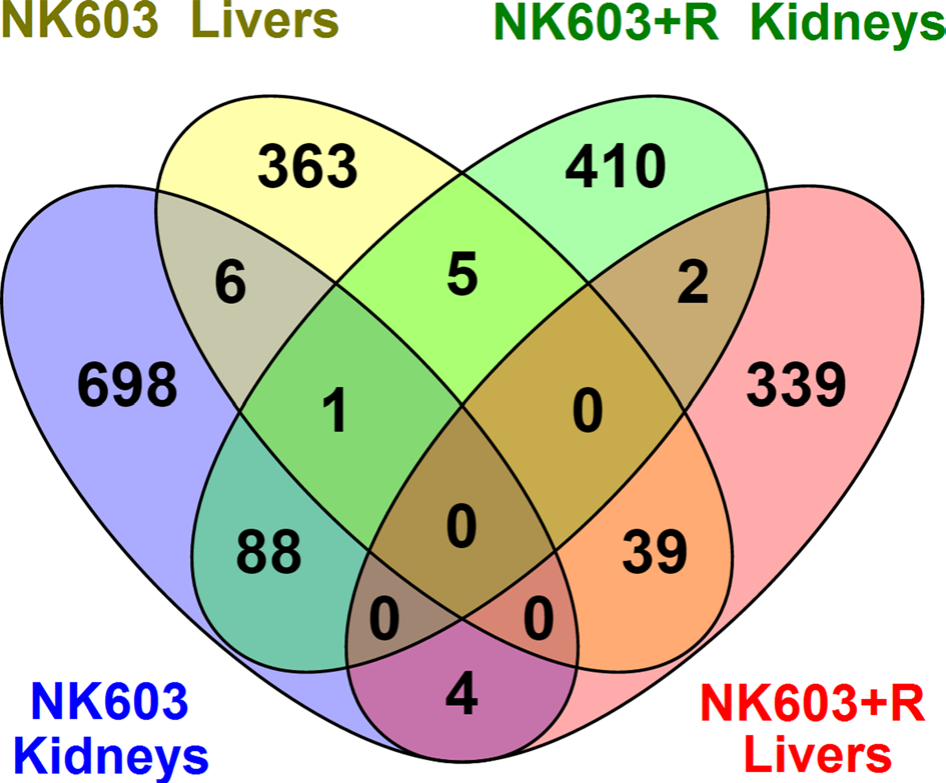
Venn diagram showing numbers of genes commonly disturbed in liver and kidney. Data were selected at *p* < 0.01 and fold changes >1.1

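Hsd17b13, a protein of lipid droplets, Mcee, an enzyme of propionate metabolism, and Tmem218 were lower in livers of both NK603 and NK603+R rats than in controls, and Mapk11, a stress-activated kinase, was higher in both, at an unadjusted p under 0.01 and a fold change over 1.1. The log2 fold changes of Mcee were -0.41 with NK603 and -0.29 with NK603+R, those of Hsd17b13 -0.37 and -0.58 (-0.26 with NK603+R in rats killed at or after 700 days), those of Tmem218 -0.52 and -0.42, and those of Mapk11 0.25 and 0.20. These genes were named after their values were seen, and none passed an adjusted p of 0.05 by limma. The selections with NK603 and NK603+R shared 40 clusters in the same direction, 25 higher and 15 lower, and 0 in opposite directions, and 16 of the 40 carry a gene symbol, 7 higher and 9 lower. The lower ones not named above were C8h11orf54 (-0.74 with NK603 and -0.38 with NK603+R), Rbfa and the olfactory receptor genes Or12e7, Or51f23c, Or1j13b and Or8k16b. The higher ones not named above were Rpl31l9, Cby2, Gm3045l, Banf2 and 2 clusters of Glyatl3. Both Glyatl3 clusters hold identical values, as do 2 unnamed higher clusters. Lists of these sizes drawn independently would share 2.25. Because both comparisons use the same control rats, the deviations of all rats from their diet means were also shuffled over groups of 10, 9 and 9 rats 100 times, which gave a median overlap of 22 and a highest one of 352, and 24 of the 100 shuffles reached 40 or more. With separate control rats for each diet, 5 for one and 5 for the other, the median overlap over 100 such divisions was 3 and the highest 7, where independent lists give 1.51. The covariance of the log2 fold changes across clusters, which are not independent replicates, was 0.00938, against 0.00912 in the shuffled groups. Kidney arrays are not used here.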

**Fig. 3:**
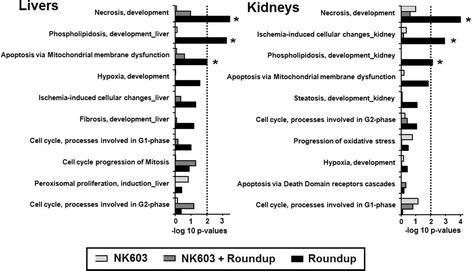
Toxicity ontology analysis of genes disturbed in liver and kidneys of NK603 fed rats. List of toxicity process networks as revealed by MetaCore analysis of transcriptome profiles of liver and kidney from female rats fed NK603 GM maize either with or without Roundup application during the cultivation cycle or receiving 0.1 ppb of Roundup (50 ng/L glyphosate) in drinking water (*p* < 0.01, fold changes >1.1). The *p* values are determined by hypergeometric calculation

### Metabolomics analysis

Although transcriptome analyses reveal alterations in gene function that could be correlated with toxicological processes, they do not always translate into metabolic disturbances. Thus, in order to obtain insight into organ damage, we next conducted a metabolome profiling of liver and kidney sections of GM NK603 (±Roundup) corn treatment groups from the same animals to ascertain any changes in metabolites that could be indicative of disease. In this study, 692 and 673 metabolites were, respectively, identified in kidney and liver tissues. In order to ascertain if Roundup residues were bioaccumulating, we also measured the presence of glyphosate (*N*-(phosphonomethyl) glycine) and its metabolite aminomethylphosphonic acid (AMPA). At a limit of detection of 7.8 ppb, neither glyphosate nor AMPA was found to be present in these tissues.

Similarly to what was observed in the transcriptomics analysis (Fig. 1), samples of neither kidney nor liver from a particular test group clustered together in a PCA analysis (Fig. 4) with all the raw data available in Additional file 1: Table S1. Additionally, none of the statistically significant disturbances detected survived a false discovery rate analysis. Statistically significant changes were observed in the levels of some metabolites in test groups compared to controls; 23 in NK603+R kidneys, 51 in NK603 kidneys, 12 in NK603+R livers and 56 in NK603 livers (Fig. 5). No toxicologically relevant functional disturbances were found following analysis performed with the Thomson Reuters MetaCore Analytical Suite. A statistically significant increase in 3-methylhistidine levels was noticed in the kidneys of both NK603±R-fed groups (Fig. 5). Only 4 compounds, namely methyl glucopyranoside, carboxyethyl-GABA, 3-methylhistidine, nicotinate, were commonly altered after NK603 or NK603+Roundup treatments in kidneys. Additionally, the level of many dipeptides was found to be lower relative to controls in the kidney as well as in the liver of animals fed NK603±R. Most dipeptides showing an alteration in their level included those with a branched-chain amino acid. By contrast, proline-containing dipeptides (glycylproline, arginylproline, histidylproline) were significantly increased.

**Fig. 4:**
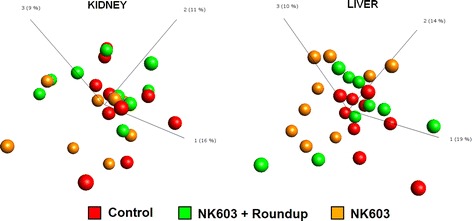
PCA analysis of metabolome profiles of liver and kidneys. Liver and kidneys from control rats and animals fed NK603 GM maize either with or without Roundup application during the cultivation cycle were subjected to a metabolome analysis. PCA analysis of metabolite levels show no distinct separation into groups of treated (*orange* and *green*) and control (*red*) rats in both kidney and liver samples. Each *sphere* represents the result of a single animal

**Fig. 5:**
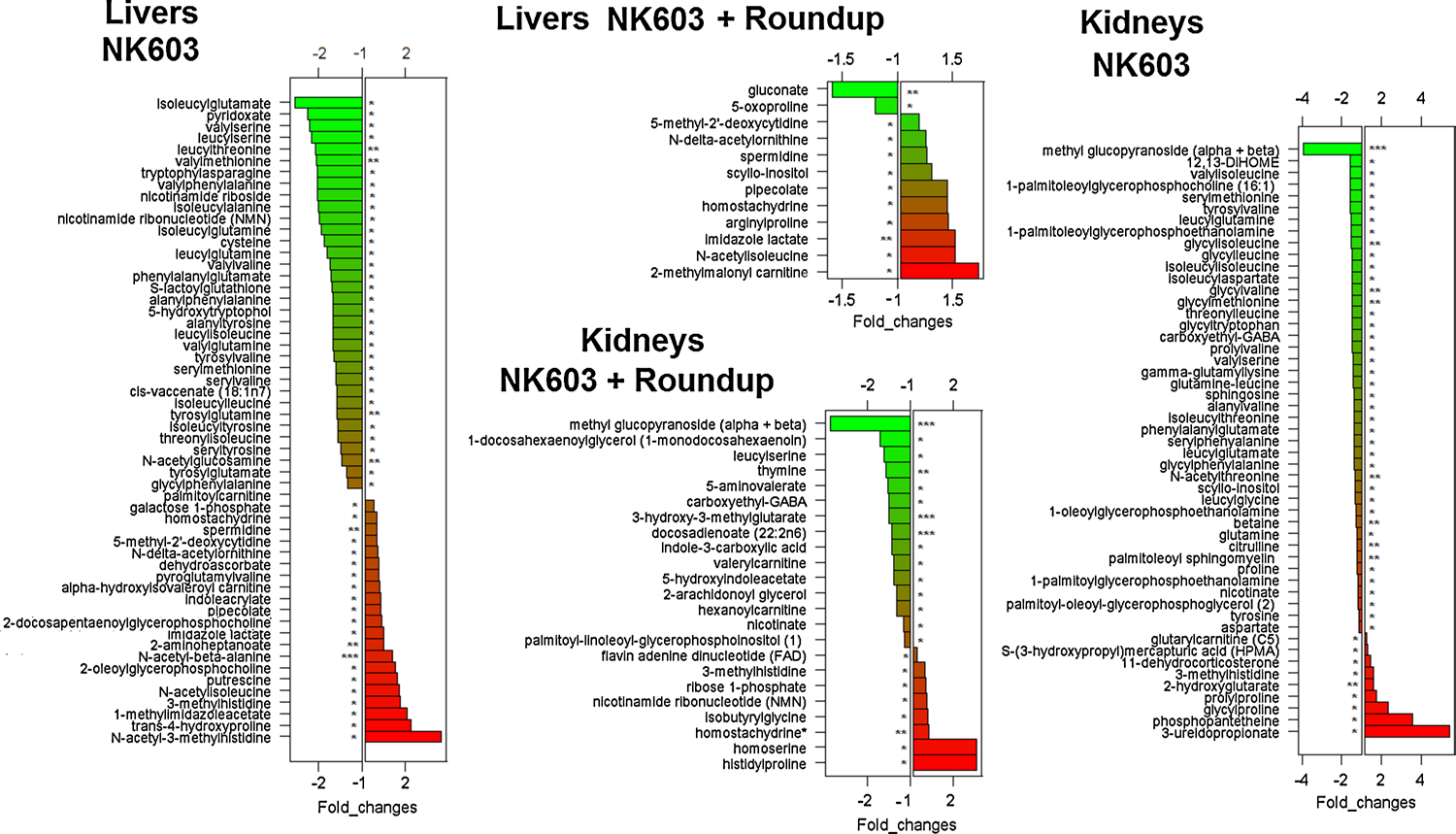
Score plots of the significantly altered metabolites in liver and kidneys of NK603-fed rats. Levels of each metabolite from the metabolomics of liver and kidneys from female rats fed NK603 GM maize either with (NK603+R) or without (NK603) Roundup application during the cultivation cycle were subjected to a statistical analysis by comparison to controls using a Mann–Whitney U test. All metabolites showing a statistically significant change are shown. *p < 0.05; **p < 0.01, ***p < 0.001

In livers, a total of 7 metabolites, namely 5-methyl-2′-deoxycytidine, *N*-delta-acetylornithine, spermidine, pipecolate, homostachydrine, imidazole lactate, *N*-acetylisoleucine, were commonly disturbed in animals treated with NK603 or NK603+Roundup and could be indicative of an effect of this GM maize. Among them, pipecolate and its analogue homostachydrine had their levels elevated. Interestingly, homostachydrine is a phytochemical and it is likely that this compound originated from the NK603 diet itself rather than from endogenous metabolism. The levels of putrescine, spermidine and the spermidine degradation product Acisoga (*N*-(3-Acetamidopropyl) pyrrolidin-2-one) were found to be elevated (Fig. 5). However, the trend was not always statistically significant. Individual variation of these 7 metabolites was also investigated (Fig. 6). The distribution of normalized intensity values between control and test groups considerably overlapped. Thus, differences between individual animals within a group were greater than the effect of test diets (Fig. 6).

**Fig. 6:**
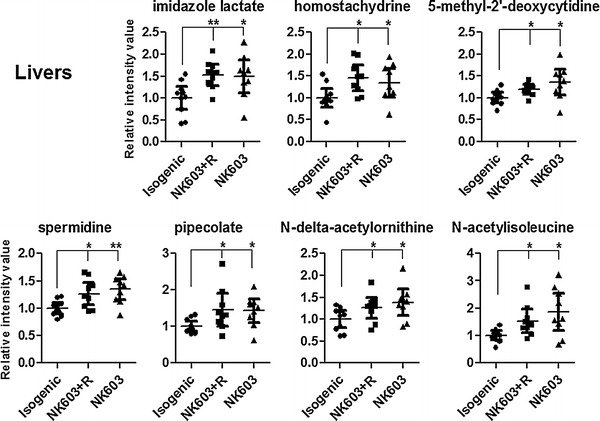
Scatter plots of the major significantly altered metabolites in liver of rats fed NK603 GM maize. Levels of the 7 metabolites commonly deregulated in livers from rats fed NK603 GM maize either with (NK603+R) or without (NK603) Roundup application during the cultivation cycle are shown. *p < 0.05; **p < 0.01

## Discussion

We report here the first in vivo transcriptomics and metabolomics analysis in an established rat toxicity model system following long-term (2 year) consumption of an agricultural GM food, namely NK603 Roundup-tolerant maize.

The metabolite 3-methylhistidine, which was found elevated in the kidney tissue of animals fed NK603 (Fig. 5), is an indicator of protein catabolism. The dipeptide 3-methylhistidine is formed by the posttranslational methylation of histidine in the contractile proteins of skeletal muscle, actin and myosin. Proteolytic degradation of muscle tissues generates free 3-methylhistidine, which is slowly released into the bloodstream, where it is efficiently filtered by the kidney. The measurement of 3-methylhistidine provides an index of the rate of muscle protein breakdown [39]. In a previous investigation of the kidney metabolome, one of the most significant effects induced by three nephrotoxins was a decrease in dipeptides [40]. In liver, we observed an accumulation of polyamines (putrescine and spermidine), which could suggest an elevated metabolic state (Fig. 5). Typically, polyamines are highly active in rapidly proliferating cells, although their levels fluctuate during the cell cycle and accumulate in regenerating liver [41]. The increased levels of polyamines in liver could also be explained by an increased dietary intake since the NK603 maize tested here has been found to contain more polyamines than its near-isogenic counterpart [42]. However, the biological relevance of the metabolic alterations observed in this study remains to be ascertained.

Residues of the GBH were neither detected in liver and kidneys of animals fed NK603 maize sprayed with Roundup during cultivation at a level of detection of 7.8 ppb, nor in the grain itself (level of quantification 10 ppb) (Mesnage and Antoniou, unpublished results). This in all likelihood is due to the fact that Roundup was applied early during the cultivation cycle. This also provides an explanation as to why we observed no difference in either the transcriptome or metabolome profiles between the two test and the control groups. 

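Genes of xenobiotic metabolism, which encode enzymes and receptors for the oxidation, conjugation and transport of foreign compounds, were higher in NK603+R than in NK603 livers in 21 of 25 measured members. The list passed camera with a preset correlation (adjusted p = 3.3e-05) and had an adjusted p = 0.0222 with an estimated correlation, and its mean log2 difference was 0.26 (standard error 0.07). Against controls its mean log2 difference was -0.24 with NK603 and 0.02 with NK603+R, where 12 members were higher and 13 lower (camera, adjusted p = 0.995). Cyp2b2, a cytochrome P450 inducible by phenobarbital, stood at 8.95 ± 0.79 (SD, n = 9) against 7.52 ± 0.77 (SD, n = 9), a log2 fold change of 1.43 (standard error 0.33, adjusted p = 0.686 from limma). It was the 1 gene of the list that passed when adjusted over the list alone. Nr1i3, the receptor that controls Cyp2b genes, had a log2 fold change of 0.79 (standard error 0.25, adjusted p = 0.785 from limma). Control rats ran from 6.91 to 10.09 in Cyp2b2 and from 5.93 to 8.08 in Nr1i3. The mean of Nr1i3 with NK603+R lay above that of controls, while that of the list was near them. Genes of endoplasmic reticulum stress were lower in NK603+R in 20 of 23 members (camera, adjusted p = 1.9e-06, and adjusted p = 0.417 with an estimated correlation). Acute phase genes were lower in 20 of 21 (camera, adjusted p = 1.3e-05, and adjusted p = 0.809 with an estimated correlation), with NK603 replicates 2 and 8 above all other rats. Their mean log2 difference of -0.20 was -0.11 without NK603 replicate 8. Genes of the interferon response were higher in 16 of 20 (camera, adjusted p = 7.6e-05, and adjusted p = 0.809 with an estimated correlation), with a mean log2 difference of 0.27 that was 0.18 without NK603+R replicate 3. Bile acid genes were higher in 14 of 18 (camera, adjusted p = 0.0482, and adjusted p = 0.417 with an estimated correlation), with a mean log2 difference of 0.09 that was 0.07 without NK603 replicate 8 (adjusted p = 0.0816 with the preset correlation). In rats killed at or after 700 days bile acid genes did not pass either (camera, adjusted p = 0.192). Osmr and Car3 had log2 fold changes of -0.94 and 1.05. The interferon gene Irf7 had one of 0.86, with 1 NK603+R rat, replicate 3, at 10.25 where the next was at 8.62. At an unadjusted p under 0.01, 417 clusters differed, 173 higher and 244 lower. In other settings 114 were higher and 311 lower with arrays centred on their medians, and 121 higher and 111 lower with only clusters with 1 gene symbol. No cluster had an adjusted p under 0.05 by limma, with 2277 at an unadjusted p under 0.05, and none by the methods' t-test, with 2331. The adjusted p of the xenobiotic list with an estimated correlation was 0.0665 with all 3 diets fitted together and over 0.05 without any 1 of 6 rats, while its mean log2 difference stayed between 0.23 and 0.30 without each rat. Nr1i3 had a log2 fold change of 0.31 in rats killed at or after 700 days alone.

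**Figure D4:**
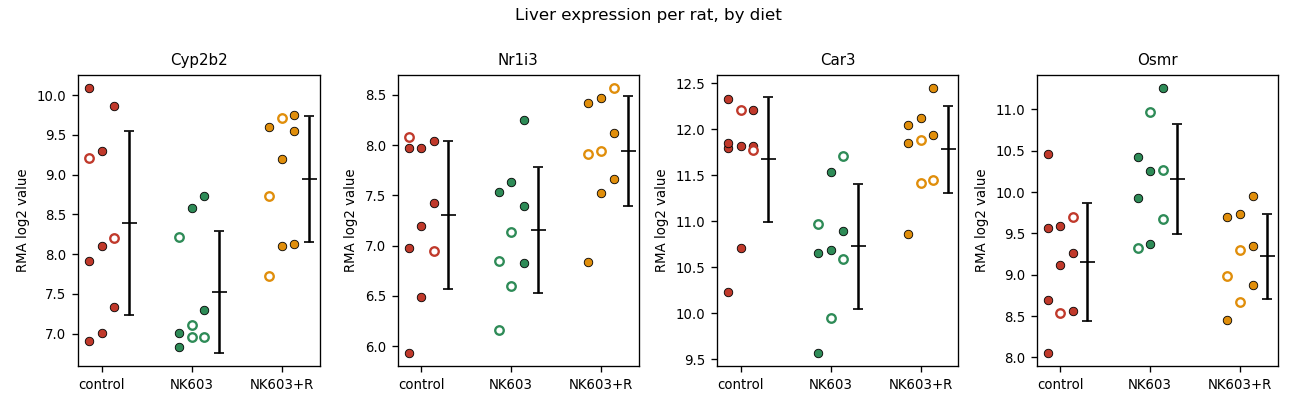
RMA log2 values of Cyp2b2, Nr1i3, Car3 and Osmr in liver, 1 point per rat, for control, NK603 and NK603+R diets. Filled points are rats killed at or after 700 days, open points rats killed before, and bars give the mean and SD.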

The presence of GBH residues in the feed would have been expected to show statistically significant differences in these molecular profiling parameters since consumption of an ultra-low dose of Roundup (4 ng/kg body weight/day glyphosate equivalent exposure) administered via drinking water showed marked, highly significant differences in the transcriptome of both liver and kidneys of rats, which was reflective of structure and functional damage in these organs [31]. More recently, we have shown that proteome and metabolome profiles from the same cohort of female animals reveal the presence of non-alcoholic fatty liver disease [43]. It should be noted that a single application of GBH during cultivation of glyphosate-tolerant GM crops as conducted in the generation of the NK603 maize grain used in this study is not a typical farming practice. Generally, at least two applications of GBH are employed, early and late during the cultivation cycle, resulting in residues of glyphosate and AMPA being readily detectable in the harvested crop [7].

## Conclusions

In conclusion, the analyses presented here for liver and kidneys from rats fed a diet containing 33% NK603 GM maize were not sufficient to definitively conclude on the molecular effects underlying the pathologies previously reported in these organs [31]. Therefore, it is not possible to arrive at conclusion of either harm or safety from the consumption of this GM maize. Although our results are largely negative with respect to differences between test and control groups, they are nevertheless informative and thus we make them available for comparison in future studies investigating the toxicological properties of the NK603 corn.

## Additional file

**Additional file 1: Table S1.** Raw Data of the metabolome analysis. Raw peak intensity values are indicated for each of the 692 and 673 metabolites respectively identified in  kidney and liver tissues.

## References

[1] Van Montagu M (2011). It is a long way to GM agriculture. Annu Rev Plant Biol.

[2] Nicolia A, Manzo A, Veronesi F, Rosellini D (2014). An overview of the last 10 years of genetically engineered crop safety research. Crit Rev Biotechnol.

[3] Van Eenennaam AL, Young AE (2014). Prevalence and impacts of genetically engineered feedstuffs on livestock populations. J Anim Sci.

[4] Hilbeck A, Binimelis R, Defarge N, Steinbrecher R, Székács A, Wickson F, Antoniou M, Bereano PL, Clark EA, Hansen M, Novotny E, Heinemann J, Meyer H, Shiva V, Wynne B (2015). No scientific consensus on GMO safety. Environ Sci Eur.

[5] James C (2015) Global Status of Commercialized Biotech/GM Crops: 2015. ISAAA Brief 51

[6] Benbrook CM (2016). Trends in glyphosate herbicide use in the United States and globally. Environ Sci Eur.

[7] Bohn T, Cuhra M, Traavik T, Sanden M, Fagan J, Primicerio R (2014). Compositional differences in soybeans on the market: glyphosate accumulates in Roundup Ready GM soybeans. Food Chem.

[8] Mesnage R, Defarge N, Rocque LM, Spiroux de Vendomois J, Seralini GE (2015). Laboratory rodent diets contain toxic levels of environmental contaminants: implications for regulatory tests. PLoS ONE.

[9] Mesnage R, Defarge N, Spiroux de Vendomois J, Seralini GE (2015). Potential toxic effects of glyphosate and its commercial formulations below regulatory limits. Food Chem Toxicol.

[10] Antoniou M, Habib MEM, Howard CV, Jennings RC, Leifert C, Nodari RO (2012). Teratogenic effects of glyphosate-based herbicides: divergence of regulatory decisions from scientific evidence. J Environ Anal Toxicol.

[11] Krüger M, Schrödl W, Neuhaus J, Shehata A (2013). Field investigations of glyphosate in urine of Danish dairy cows. J Environ Anal Toxicol.

[12] Guyton KZ, Loomis D, Grosse Y, El Ghissassi F, Benbrahim-Tallaa L, Guha N, Scoccianti C, Mattock H, Straif K (2015). Carcinogenicity of tetrachlorvinphos, parathion, malathion, diazinon, and glyphosate. Lancet Oncol.

[13] Myers JP, Antoniou MN, Blumberg B, Carroll L, Colborn T, Everett LG, Hansen M, Landrigan PJ, Lanphear BP, Mesnage R, Vandenberg LN, vom Saal FS, Welshons WV, Benbrook CM (2016). Concerns over use of glyphosate-based herbicides and risks associated with exposures: a consensus statement. Environ Health.

[14] Fonseca C, Planchon S, Serra T, Chander S, Saibo NJ, Renaut J, Oliveira MM, Batista R (2015). In vitro culture may be the major contributing factor for transgenic versus nontransgenic proteomic plant differences. Proteomics.

[15] Latham JR, Wilson AK, Steinbrecher RA (2006). The mutational consequences of plant transformation. J Biomed Biotechnol.

[16] Wilson AK, Latham JR, Steinbrecher RA (2006). Transformation-induced mutations in transgenic plants: analysis and biosafety implications. Biotechnol Genet Eng Rev.

[17] Rang A, Linke B, Jansen B (2005). Detection of RNA variants transcribed from the transgene in Roundup Ready soybean. Eur Food Res Technol.

[18] Herrero M, Ibanez E, Martin-Alvarez PJ, Cifuentes A (2007). Analysis of chiral amino acids in conventional and transgenic maize. Anal Chem.

[19] Manetti C, Bianchetti C, Casciani L, Castro C, Di Cocco ME, Miccheli A, Motto M, Conti F (2006). A metabonomic study of transgenic maize (*Zea mays*) seeds revealed variations in osmolytes and branched amino acids. J Exp Bot.

[20] Zolla L, Rinalducci S, Antonioli P, Righetti PG (2008). Proteomics as a complementary tool for identifying unintended side effects occurring in transgenic maize seeds as a result of genetic modifications. J Proteome Res.

[21] Shepherd LV, Hackett CA, Alexander CJ, McNicol JW, Sungurtas JA, Stewart D, McCue KF, Belknap WR, Davies HV (2015). Modifying glycoalkaloid content in transgenic potato—metabolome impacts. Food Chem.

[22] Jiao Z, Si XX, Li GK, Zhang ZM, Xu XP (2010). Unintended compositional changes in transgenic rice seeds (*Oryza sativa* L.) studied by spectral and chromatographic analysis coupled with chemometrics methods. J Agric Food Chem.

[23] Zhou J, Ma C, Xu H, Yuan K, Lu X, Zhu Z, Wu Y, Xu G (2009). Metabolic profiling of transgenic rice with cryIAc and sck genes: an evaluation of unintended effects at metabolic level by using GC-FID and GC-MS. J Chromatogr B Analyt Technol Biomed Life Sci.

[24] Li X, Ding C, Wang X, Liu B (2015). Comparison of the physiological characteristics of transgenic insect-resistant cotton and conventional lines. Scientific Rep.

[25] Agapito-Tenfen SZ, Vilperte V, Benevenuto RF, Rover CM, Traavik TI, Nodari RO (2014). Effect of stacking insecticidal cry and herbicide tolerance epsps transgenes on transgenic maize proteome. BMC Plant Biol.

[26] Agapito-Tenfen SZ, Guerra MP, Wikmark OG, Nodari RO (2013). Comparative proteomic analysis of genetically modified maize grown under different agroecosystems conditions in Brazil. Proteome Sci.

[27] Dona A, Arvanitoyannis IS (2009). Health risks of genetically modified foods. Crit Rev Food Sci Nutr.

[28] Spiroux de Vendômois J, Cellier D, Velot C, Clair E, Mesnage R, Seralini GE (2010). Debate on GMOs health risks after statistical findings in regulatory tests. Int J Biol Sci.

[29] Hammond B, Dudek R, Lemen J, Nemeth M (2004). Results of a 13 week safety assurance study with rats fed grain from glyphosate tolerant corn. Food Chem Toxicol.

[30] Spiroux de Vendômois J, Roullier F, Cellier D, Seralini GE (2009). A comparison of the effects of three GM corn varieties on mammalian health. Int J Biol Sci.

[31] Seralini GE, Clair E, Mesnage R, Gress S, Defarge N, Malatesta M (2014). Republished study: long-term toxicity of a Roundup herbicide and a Roundup-tolerant genetically modified maize. Environ Sci Eur.

[32] Huang W, Sherman BT, Lempicki RA (2009). Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat Protoc.

[33] Evans AMBB, Liu Q, Mitchell MW, Robinson RJ (2014). High resolution mass spectrometry improves data quantity and quality as compared to unit mass resolution mass spectrometry in high-throughput profiling metabolomics. Metabolomics.

[34] Ohta T, Masutomi N, Tsutsui N, Sakairi T, Mitchell M, Milburn MV, Ryals JA, Beebe KD, Guo L (2009). Untargeted metabolomic profiling as an evaluative tool of fenofibrate-induced toxicology in Fischer 344 male rats. Toxicol Pathol.

[35] Dehaven Cd EA DH, Lawton Ka (2012) Software techniques for enabling high-throughput analysis of metabolomic datasets. In: Roessner U (ed) Metabolomics. InTech. ISBN:978-953-51-0046-1. doi:10.5772/31277. http://www.intechopen.com/books/metabolomics/software-techniques-for-enabling-high-throughput-analysis-on-metabolomic-datasets

[36] Dehaven CD, Evans AM, Dai H, Lawton KA (2010). Organization of GC/MS and LC/MS metabolomics data into chemical libraries. J Cheminf.

[37] Ritchie ME, Phipson B, Wu D, Hu Y, Law CW, Shi W, Smyth GK (2015). limma powers differential expression analyses for RNA-sequencing and microarray studies. Nucleic Acids Res.

[38] Mesnage R, Arno M, Costanzo M, Malatesta M, Séralini G-E, Antoniou MN (2015). Transcriptome profile analysis reflects rat liver and kidney damage following chronic ultra-low dose Roundup exposure. Environ Health.

[39] Aranibar N, Vassallo JD, Rathmacher J, Stryker S, Zhang Y, Dai J, Janovitz EB, Robertson D, Reily M, Lowe-Krentz L, Lehman-McKeeman L (2011). Identification of 1- and 3-methylhistidine as biomarkers of skeletal muscle toxicity by nuclear magnetic resonance-based metabolic profiling. Anal Biochem.

[40] Boudonck KJ, Mitchell MW, Nemet L, Keresztes L, Nyska A, Shinar D, Rosenstock M (2009). Discovery of metabolomics biomarkers for early detection of nephrotoxicity. Toxicol Pathol.

[41] Ogiso S, Matsumoto T, Nimura Y (1997). The role of polyamines in liver regeneration after hepatectomy with ischemic injury. Surg Today.

[42] Mesnage R, Agapito-Tenfen S, Vilperte V, Renney G, Ward M, Séralini GE, Antoniou M (2016). An integrated multi-omics analysis of the NK603 Roundup-tolerant GM maize reveals metabolism disturbances caused by the transformation process. Sci Rep.

[43] Mesnage R, Renney G, Séralini GE, Ward M, Antoniou M (2017). Multiomics reveal non-alcoholic fatty liver disease in rats following chronic exposure to an ultra-low dose of Roundup herbicide. Sci Rep.

How the deposited data were processed for this re-analysis (not part of the article)

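Liver RNA of 28 female Sprague-Dawley rats was measured on Affymetrix Rat Gene 2.0 ST arrays, 1 array per rat, with 10 control rats, 9 rats fed NK603 maize and 9 rats fed NK603 maize treated with Roundup during cultivation (NK603+R), all with maize as 33% of the diet. Kidney arrays, rats given Roundup in drinking water and the metabolome were not analysed here. The authors normalised the arrays together with the gene-level Robust Multi-array Average (RMA sketch) of the Affymetrix Expression Console, and the deposited values are log2 values, 1 per transcript cluster and array. The version of that software is not given in the sources used here.

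The deposited table holds 36685 transcript clusters, and no column of it was left out. Its values run from 1.62 to 14.2, the medians of the arrays from 5.93 to 6.08, the correlations between arrays from 0.955 to 0.990, and 0 pairs of arrays are identical. Of the clusters 18511 carry exactly 1 gene symbol, for 18166 genes, 575 carry several and 17599 none in the annotation used here; 18394 of the symbols were matched by gene identifier to the names of the GRCr8 assembly, whose coordinates were not used. For gene lists the cluster with the highest mean log2 value stood for each gene.

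From the deposited values, diets were compared in pairs with limma 3.58.1 (linear models with empirical Bayes moderation, only the rats of the diets compared, all clusters) in R 4.3.3, with statmod 1.5.0, and p were adjusted by Benjamini-Hochberg over all clusters. Clusters were counted at an unadjusted p under 0.01, at an adjusted p under 0.05 and, as in the paper's methods, at a p under 0.01 with a fold change over 1.1. NK603+R and NK603 rats were also compared directly. The age of the rats at death was taken from the labels, and rats killed before 700 days were compared with those killed later, with diet as a covariate. Gene lists were tested with camera at a preset correlation of 0.01, with camera at a correlation estimated per list, and with fry, and p were adjusted over the 33 lists. Separation of the diets was measured as the share of the squared distances between rats that lies between diets, with 100000 permutations of the labels, and as the distance between rats, the nearest neighbours and the first 3 principal components. Single values were compared with exact permutation tests, two-sided, and with 100000 permutations where the exact count was too large. Figures were drawn with matplotlib 3.10.9 and numpy 2.4.6.

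In addition, 99 random divisions of the rats of each comparison into groups of the same sizes were run through the same tests.

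The limma fit, the methods' t-test and camera were tested on simulated arrays with 200 changed clusters among 36685, drawn from the means and residual spread of the real ones. The noise was independent between clusters, so correlations between clusters were not carried over. The genes of the acute phase list were also raised in one group, as a change for camera to find. In the comparison of NK603+R and NK603, limma found 94% of the clusters changed by 1 and 49% of those changed by 0.5 on the log2 scale, and made 11 false calls; in the other comparisons it made 7 (NK603) and 5 (NK603+R). To measure what the shared controls add to the overlap, deviations from the diet means were shuffled over the groups 100 times, and the control rats were divided into 2 groups of 5, 100 times.

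Genes are named by a rule that was fixed, like the gene lists, the main tests and the alternatives below, before the data were examined. For each diet against control they are the 8 highest and 8 lowest log2 fold changes among clusters with exactly 1 gene symbol and an unadjusted p under 0.01, those at an adjusted p under 0.05 or an unadjusted p under 0.0001, the members of the gene lists at an unadjusted p under 0.01, and 15 index genes, of which Fasn and Bax are not analysed here. For NK603+R against NK603 they are the 5 highest and 5 lowest. The paper names no gene. Genes named outside this rule are marked as chosen after their values were seen.

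The rats of the diets share replicate numbers in the labels, and the numbers were checked for pairing by the correlation of the deviations of same-numbered rats from their group means; they do not pair the rats, so the main comparison has no block and the block is an alternative. The other alternatives were all 3 diets fitted together, the methods' t-test, a variance trend with robust moderation, array weights, dim clusters left out, only clusters with 1 gene symbol, cyclic loess, arrays centred on their medians, age at death as a covariate, only rats killed at or after 700 days, each rat left out in turn (for rats killed early, each of these), the mean of all clusters of a gene for the lists and, for the separation of diets, scaled clusters and the 1000 most variable clusters. For rats killed early they were age as a continuous covariate and only the NK603 and NK603+R rats. The alternatives chosen after seeing the data were, for rats killed early, the estimated correlation, fry and a linear model without moderation, and also the array median and axes of the clock genes as covariates, the mean difference of each called list without each rat, and the array medians and first principal component of the largest other division.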

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

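The 3 patterns and the genes named in them were chosen after seeing the data, and the tests chosen only after the result was seen are those of the hepatocyte share, of age at death, of other divisions of the rats and of the size of the xenobiotic difference, the estimated correlation and fry for early rats, and the array median and clock axes as covariates.

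In rats killed before 700 days, genes of fibrosis and stellate cells were higher than in later rats of the same diet in 24 of 26 members (camera with an estimated correlation, adjusted p = 0.00185; fry, adjusted p = 6.6e-05), and 15 passed when adjusted over the list alone, among them Sparc, a matrix protein, with a log2 fold change of 0.35 and Col1a2 with 0.36, while over all clusters limma passed none. The list was higher in early rats by 0.198 with control, 0.226 with NK603+R and 0.253 with NK603 diet. The highest adjusted p when leaving out each early rat was 0.00781, and it was 0.00548 with the median of each array as a covariate, so neither a single rat nor an array-wide shift accounts for it. A lower share of hepatocytes would raise all other cell types alike. The list lay above endothelial and T and NK cell markers at a permutation p of 0.0110 and 0.0404, neither adjusted over the lists compared, and cholangiocyte markers were at -0.112. It did not exceed Kupffer cell, neutrophil or erythroid markers (permutation p = 0.931, 0.576 and 0.472). Neutrophil markers were higher by 0.255 (permutation p = 0.00475, adjusted 0.019 over 8 lists). Kupffer cell and erythroid markers, which did not pass when adjusted, were higher by 0.228 and 0.310. Hepatocyte markers were at -0.051 (permutation p = 0.0593), so a part played by a lower share of hepatocytes stays open. Age and the illness that led to killing cannot be separated here and were not tested, so a biological origin is a hypothesis.

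Genes of xenobiotic metabolism passed between NK603+R and NK603 livers with an estimated correlation (adjusted p = 0.0222, fry 0.00739) but not with all 3 diets fitted together (0.0665, fry 0.0220). With the array median as a covariate the adjusted p was 0.0145, and with age at death as a covariate 0.0446, so neither accounts for the whole of it. Without NK603 replicate 5 the adjusted p reached 0.0803, and it also lay above 0.05 without NK603 replicates 3 or 9 or NK603+R replicates 2, 4 or 5, but without the rat that brings the mean log2 difference nearest to 0, NK603 replicate 9, that difference was 0.23 (standard error 0.06) where it was 0.26 (standard error 0.07), so no single rat makes the difference, while too few rats keep open whether the list passes. With 2 axes of the clock genes as covariates the adjusted p was 0.111 and the mean log2 difference 0.25 (standard error 0.07), so the phase of the clock does not make the whole of the difference either, and the lost call cannot be told apart from lost precision. The Roundup treatment of the maize stays open and was not tested apart from this contrast, in which the list lay lower than controls with NK603 and near them with NK603+R. Of 99 random divisions of the NK603+R and NK603 rats, 5 also had a list at an adjusted p under 0.05 with an estimated correlation. Chance is therefore not excluded for the call of the xenobiotic list.

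Nr1d1, Cry1 and Cry2 had an unadjusted limma p under 0.01 between NK603 and control rats, though none passed the adjusted p; with age as a covariate that of Cry1 was 7.4e-05, and its highest p when leaving out each rat in turn was 0.00303, so neither age nor a single rat accounts for Cry1. With 2 axes of 13 other clock genes as covariates the log2 fold change of Nr1d1 was 0.74 (standard error 0.37, p = 0.0576) where it was 1.42 (0.50) before, that of Cry1 -0.39 (0.14, p = 0.0107) where it was -0.71 (0.19), and that of Cry2 -0.22 (0.10, p = 0.0386) where it was -0.33 (0.11). The p under 0.01 was lost in all 3 because the fold changes were smaller while the standard errors did not grow, and the phase of the clock at death cannot be told apart from diet, since what remains in Cry1 and Cry2 can be phase that the 2 axes miss or a difference by diet. Within diets Nr1d1 and Cry1 ran opposite over the 28 rats (r = -0.833, permutation p = 1e-05, the smallest that 100000 permutations can give; rho = -0.805, permutation p = 2e-05; r = -0.757 without the 2 farthest rats; adjusted 2e-05 and 4e-05 over 4 relations). The paper states that rats were killed at the same time of day, so a shift in phase between diets may have another origin, such as feeding or illness, which was not tested.

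Other divisions of the same rats could give counts as large by chance for most of these results. Chance cannot be excluded for the 435 clusters with NK603 at an unadjusted p under 0.01, with or without the fold change limit (highest other division 839, and 15 of 100 as large), for the 380 with NK603+R (2416, and 25 of 100) and for the 417 of NK603+R against NK603 (1231, and 19 of 100). It cannot be excluded for the 11, 1 and 5 lists called by camera (16, 17 and 18, with 15, 99 and 84 of 100) nor for the 816 clusters of early rats at an unadjusted p under 0.01 (1608, and 9 of 100). As many lists as the 15 of early rats were less common (3 of 100), but the highest other division had 16, so chance is not excluded there either. With an estimated correlation 1 of these lists, that of fibrosis and stellate cells, passed, and 0 of the other divisions within diets had such a list. That test was chosen after the result was seen. The 0 clusters at an adjusted p under 0.05 cannot be tested in this way, since any division reaches 0 (100 of 100 in each comparison), and the highest other divisions had 1 cluster for NK603, 14 for NK603+R, 1 for NK603+R against NK603 and 13 for early rats. The division with 2416 clusters, several times the count by diet, points to a structure of the samples. Its groups lay farther apart on the first principal component than those of any other of the 99 divisions. With arrays centred on their medians it had 2440 clusters, so a constant shift of each array does not account for it. That component ran against the array medians (r = -0.846), and 4.6% of its top 500 clusters carry exactly 1 gene symbol, against 50.5% of all. An effect of the arrays other than a constant shift therefore stays open and was not tested.

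A far sample was sought in 312 groups, of which 32 held one, where chance flags about 1 in 20 groups, or 15.6. NK603 replicate 8, killed at 393 days, lay far from its group in the hypoxia list (0.194), the pancreas, fat and muscle list (0.818) and the respiratory chain list (-0.241), and in Cyp1a1 (6.87), Prss1 (7.56) and Dcn (10.4). NK603+R replicate 1 lay far in the list of male-specific liver genes (1.26) and the list of cell cycle G1 and S phase (0.394). NK603+R replicate 3 lay far in the lysosome list (-0.183), the interferon list (0.901), Irf7 (10.3) and Derl3 (5.34), and control replicate 3 in the interferon list (0.781), Irf7 (9.75), the male-specific list (-0.223) and age at death (540 days). NK603+R replicate 7 lay far in the PPARα list (0.618), Sat1 (9.20) and Alb (13.9). Control replicate 5 lay far in the neutrophil list (0.261) and the MHC class II list (1.18), and control replicate 1 in the erythroid list (0.367), the endothelial list (-0.328) and the gluconeogenesis list (0.610). The rest were control replicate 7 on the third principal component (49.9), NK603+R replicate 9 in the pancreas, fat and muscle list (0.207), control replicate 2 and NK603 replicate 5 in Ppif (9.08 and 8.78), NK603 replicate 9 in Cdkn1a (7.19), NK603+R replicate 6 in Sez6 (8.94), NK603 replicate 2 in Mme (7.36) and control replicate 6 in the array median (6.06).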

How the results depend on the processing

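The tests chosen only after the result was seen are, for rats killed before 700 days, the correlation estimated per list, fry and the linear model without moderation. Of 869 values under the alternatives, for 81 pairs of a named gene and a comparison, 753 kept their side of an unadjusted p of 0.01. Of the others 115 no longer passed it, 1 (A2m, at 1.96 in rats killed at or after 700 days) passed it newly, and 0 passed it in the opposite direction. In the main fit 55 of the 81 pairs passed it. Genes that passed it in neither fit could change sign. An example is Cyp1a1 with NK603, at 0.03 in the main fit and -0.10 with age at death as a covariate. No comparison of diets had a cluster past an adjusted p of 0.05 in any alternative, apart from the rats left out below. The share of variance between diets stayed between 7.96% and 10.6% with no permutation p under 0.05. For the shifts below, the cause was not tested unless named.

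With dim clusters left out, the clusters at an unadjusted p under 0.01, with or without the fold change limit, were 278 with NK603, 184 with NK603+R and 228 for NK603+R against NK603, and the overlap was 18; with only clusters with 1 gene symbol they were 263, 211 and 232, and the overlap was 20. Both settings test fewer clusters, and the share of higher clusters in them was 31.3% and 34.2% with NK603, against 48.3%, 47.8% and 47.4% with NK603+R, against 52.1%, and 42.5% and 52.2% for NK603+R against NK603, against 41.5%. In rats killed at or after 700 days, which are fewer, the count with NK603+R was 166, and camera called 5 lists with NK603 and 6 with NK603+R. With age at death as a covariate camera called 2 lists with NK603+R. An estimated correlation called 0, 0 and 1 list for NK603, NK603+R and the direct comparison, and fry 0, 0 and 1; it allows for genes of a list that vary together, which the preset value of 0.01 largely leaves out. With arrays centred on their medians, which shifts all clusters of an array, the higher and lower clusters were 124 and 279 for NK603+R, against 198 and 182, and 114 and 311 for NK603+R against NK603, against 173 and 244.

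For rats killed before 700 days against later ones, limma called 0 clusters at an adjusted p under 0.05, with 2819 at an unadjusted p under 0.05. It called 1, unnamed, among only NK603 and NK603+R rats and 10 with dim clusters left out (Cemip2, Sparc, Slc13a3, Vgll4, Ramp1, Spats2l and P4ha1 higher, Fgfr3 lower and 2 unnamed, named after their values were seen), and the linear model without moderation called 2 (Vgll4, adjusted p = 0.0403, and 1 unnamed, adjusted p = 0.0208), where the smallest adjusted p by limma was 0.101. Of the lists, 15 passed camera, 1 with an estimated correlation and 1 by fry.

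Leaving out 1 rat at a time gave 350 to 539 clusters with NK603, 233 (without NK603+R replicate 9) to 670 (without control replicate 6) with NK603+R, and 308 to 540 for NK603+R against NK603, with or without the fold change limit. At an adjusted p under 0.05 the range was 0 to 1 with NK603 (1 unnamed cluster without control replicate 9, adjusted p = 0.0455), 0 to 0 with NK603+R, 0 to 1 for NK603+R against NK603 (1 unnamed cluster without NK603 replicate 5, adjusted p = 0.00393) and 0 to 3 for early rats (Vwce, Pla1a and Slc13a3 without NK603 replicate 9). The lists called by camera were 9 to 13, 1 to 3 (2 or 3 without control replicate 3, 5 or 7 or NK603+R replicate 7), 4 to 9 (9 without NK603 replicate 6) and 13 to 17.

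Same-numbered rats had mean correlations of -0.048, -0.045 and 0.016 in the 3 comparisons and correlated best with their own number in 0, 1 and 1 of 9 cases, so the replicate number is not a pairing of rats. With the replicate block the clusters at an unadjusted p under 0.01 were 376 with NK603, 321 with NK603+R and 448 for NK603+R against NK603, and 0 passed the adjusted p. At an unadjusted p under 0.0001 the block gave 2 clusters with NK603, where there were 5, and 5 for NK603+R against NK603, where there were 11, and the adjusted p of the xenobiotic list was 0.139 with an estimated correlation and 0.0908 by fry.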

Differences from the paper's values

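Of the comparisons with Table 1 reported here, the repeat of the paper's own liver counts with the methods' t-test was set before the data were examined, and no test was chosen after the result was seen. By the methods' t-test the liver counts were equal to those of the paper's table at all 5 p limits for both diets, and the numbers of clusters selected for the Venn diagram, 414 with NK603, 384 with NK603+R and 39 in both, match the sums of the liver areas in Fig. 2.

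At an unadjusted p under 0.0001, limma found 5 clusters with NK603+R and the paper's value is 1. The methods' t-test and the use of only rats killed at or after 700 days gave 1, equal to the paper's value. All 3 diets fitted together gave 2, a variance trend with robust moderation 4, array weights 3, dim clusters left out 3, only clusters with 1 gene symbol 0, cyclic loess 5, arrays centred on their medians 5, age at death as a covariate 4 and the replicate block 6, all over 1.5-fold from it.

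At an unadjusted p under 0.00001, limma found 1 cluster with NK603+R and the paper's value is 0. The methods' t-test, array weights, only clusters with 1 gene symbol, cyclic loess, arrays centred on their medians, age at death as a covariate, only rats killed at or after 700 days and the replicate block gave 0. All 3 diets fitted together, a variance trend with robust moderation and dim clusters left out gave 1.

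The highest q at an unadjusted p under 0.00001 with NK603 was 0.363 by limma, and the paper's value is 0.24. It was 0.238 by the methods' t-test, 0.164 with array weights, 0.262 with cyclic loess, 0.258 with arrays centred on their medians and 0.242 with the replicate block, all less than 1.5-fold from the paper's value. The other alternatives had no cluster at this p, so they give no q.

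One value of the paper's table cannot be a Benjamini-Hochberg q of its column. The paper's highest q for liver with NK603 is 0.77 at a p under 0.0001 but 0.58 at a p under 0.001, and a q of this kind does not fall as p rises. The value at a p under 0.0001 was 0.528 by limma and 0.439 by the methods' t-test.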

Other observations

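The estimated correlation for early rats and the count of male-type genes were chosen after the result was seen, as were the genes named here. In livers of rats killed before 700 days, several lists of immune cell genes passed camera with the preset correlation as higher than in later rats. With an estimated correlation none of these lists passed. By permutation within diets neutrophil markers passed (p = 0.00475, adjusted 0.019 over 8 lists) and macrophage markers did not (p = 0.113). Macrophage markers were higher in 16 of 16 members (camera, adjusted p = 4.8e-06, and adjusted p = 0.429 with an estimated correlation), among them C1qa with a log2 fold change of 0.32, and genes of MHC class II in 12 of 12 (camera, adjusted p = 1.4e-06, and adjusted p = 0.213 with an estimated correlation). Neutrophil markers were higher in 11 of 15 (camera, adjusted p = 1.6e-05, and adjusted p = 0.213 with an estimated correlation), with 6 passing when adjusted over the list alone, among them Mmp9 with 0.45. Genes of cholesterol synthesis were higher in 16 of 17 (camera, adjusted p = 1.7e-06, and adjusted p = 0.213 with an estimated correlation), and genes of the respiratory chain and PPARα targets lower in 19 of 21 and 23 of 26 (adjusted p = 1.6e-06 and 7.2e-07 from camera, and both adjusted p = 0.213 with an estimated correlation). By limma 816 clusters had an unadjusted p under 0.01, of which 446 were higher, a count that 9 of 100 divisions within diets reached.

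Genes of polyamine metabolism were not past the test with either diet: 3 of 15 were higher and 12 lower with NK603 (camera, adjusted p = 0.245), and 4 were higher and 11 lower with NK603+R (camera, adjusted p = 0.193). Odc1, the rate-limiting enzyme of polyamine synthesis, had log2 fold changes of 0.16 (standard error 0.13) and -0.04 (standard error 0.12), and Sms, spermine synthase, of -0.05 and -0.28.

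NK603+R replicate 1, killed at 631 days, had 7 of 9 measured male-type liver genes above all other 27 rats, among them Cyp2c11 at 7.98 (4.52 to 5.61 in the others) and Cyp2c13 at 8.41 (4.48 to 6.96), while 0 of 7 female-type genes lay outside the range of the others. Cyp2c12 was at 12.8 (12.7 to 13.2 in the others).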
